A study of Homo sapiens with 17 samples. Its data were reported in "PCBP1/2 and TDP43 Function as NAT10 Adaptors to Mediate mRNA ac4C Formation in Mammalian Cells" (2024).

How the data were processed

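HEK293T poly(A) RNA was measured by acRIP-seq in 17 libraries: 3 WT input, 3 WT IP, 2 WT IgG, 3 siTDP43 input, 3 siTDP43 IP and 3 siTDP43 IgG. Groups and replicate numbers were taken from the sample titles. The authors made libraries from low amounts of RNA with a SMART-seq2 protocol, trimmed reads with Trim Galore, aligned them to hg19 with STAR and counted uniquely aligned reads per gene with featureCounts. The deposited table holds raw counts per gene with no normalization. The annotation release, the strand setting and the handling of read pairs are not stated. From 81.3 to 95.9% of the counts between 1 and 20 were even, so the mates of a pair appear to have been counted one by one, and a count is about 1 read rather than 1 fragment. No molecular identifiers were used, so intervals, floors and tests on counts cover counting error and the spread between libraries, not the number of RNA molecules sampled. The table had 23368 genes, of which 4188 had no count in any library, and exon sequence for 23346 was taken from the hg19 positions in the table.

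Replicates were compared before they were averaged. No library duplicated another: the chi-square per degree of freedom between replicates was 3.26 to 9.43. Replicate numbers were tested as pairs through the residuals of same-numbered libraries.

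Counts were tested in R 4.3.3 with edgeR 4.0.16 by the quasi-likelihood F test (two-sided) after TMM normalization and filterByExpr with a minimum count of 10, and p-values were adjusted by Benjamini-Hochberg over the genes tested. The inputs were fitted in 6 libraries, WT enrichment in 8, siTDP43 enrichment in 9 and the interactions in 17. Enrichment within a genotype needed an adjusted p under 0.05 and a fold change above 2, and the input contrast and the interactions an adjusted p under 0.05. The study used such thresholds on FPKM with a pseudocount and with another test, so the genes that pass differ. A gene was ac4C(+) when IP passed against both input and IgG. Medians of log2 changes over a gene set had no test. TARDBP in the inputs was also tested by an exact two-sided permutation of CPM. Groups in which every library held at most 3 counts were taken as at the floor, and folds of named genes against them were computed as bounds against 3 counts. For medians over a gene set, group means under the CPM of 3 counts in the group's shallowest library were raised to it, which gives no bound.

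The genes named were fixed by a rule: TARDBP, NAT10, PCBP1, PCBP2 and THUMPD1, a panel of 7 transcripts that the study followed by qPCR, and in each of the IP, input and interaction contrasts the 3 genes with the largest rise and the 3 with the largest fall. These had to have an adjusted p under 0.05, a mean of at least 100 counts and, between a pair of groups, no overlap of the libraries. Some genes that this rule gives are not reported here and were not replaced by others; they stayed in every fit and in the counts over all genes. EIF5B was in this set, and its values in every group were given because it took the largest share of the WT IP counts.

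The groups, the tests and the alternatives named next were set before the data were examined. They were DESeq2 1.42.0 with its Wald test, its size factors in edgeR, total count scaling, no low-count filter, a mean of at least 50 counts, other sets of libraries in the fit, the replicate number as a factor, glmTreat against a fold change of 2, limma 3.58.1 on log2(FPKM + 1), IP against IgG alone, a fold change over IgG above 5, and leaving out each library in turn. Chosen after seeing the data were counts halved and rounded up, WT libraries thinned to the depth of the siTDP43 libraries, a GC trend removed from each library, a mean of at least 100 counts in IgG, and limma on log2(FPKM + 1) together with a fold change over IgG above 5. Without a WT IgG library 1 remained, so for contrasts that use WT IgG those fits gave values and no test.

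Other splits of the libraries were counted for each contrast of groups of 3 or more. Sequence and length were related to enrichment by 14 Spearman correlations across genes. All genes tested had a value for each property, except that the change of enrichment over IgG was available for 99.7% of the WT ac4C(+) genes. A list of 30 interferon-stimulated genes was written for 1 test. The tests were tried on simulated data in which 200 genes were changed: at least 99% were recovered, with 1.48 to 7.04% of calls false. These genes were a small part of those tested, rose and fell in equal number, and had expected counts above the floor. The spread between libraries was set alike for all genes. The simulations therefore do not show how the tests behave where most genes change or for genes at the floor. A GC trend added to simulated libraries made 94.9% of calls false without and 2.91% with its removal.

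Alignment to the genome was not repeated, and the acetylated spike-in was not used here, so enrichment is relative within each library and carries no absolute level.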

Results

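The series measured poly(A) RNA of HEK293T cells, a human embryonic kidney cell line, by acRIP-seq, in which RNA that carries N4-acetylcytidine (ac4C) is pulled down with an antibody and sequenced. Cells labelled WT and cells treated with siRNA against TDP43 (siTDP43), an RNA-binding protein encoded by TARDBP, were each measured as input RNA, as anti-ac4C pull-down (IP) and as pull-down with control immunoglobulin G (IgG). There were 17 libraries, 3 in each group except WT IgG, which had 2. Total counts per library were 27718784 to 36583436 in WT input, 19615316 to 21066215 in WT IP and 9022250 to 9466855 in WT IgG. In siTDP43 they were 24542434 to 31030950 in input, 8610070 to 15736165 in IP and 3013989 to 3436811 in IgG. Genes with at least 1 count numbered 16238 ± 115 (SD, n = 3) in WT input, 15100 ± 18.9 (n = 3) in WT IP and 13295 ± 59.4 (n = 2) in WT IgG. In siTDP43 they numbered 15546 ± 107 (n = 3) in input, 13037 ± 125 (n = 3) in IP and 10308 ± 68.4 (n = 3) in IgG. Spearman correlations across genes between replicates of a group were 0.959 to 0.993. The lowest correlation between libraries of different groups, 0.785, was between WT IgG and siTDP43 IgG. Genes are not independent replicates, so these correlations describe the libraries only.

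**Figure D1:**
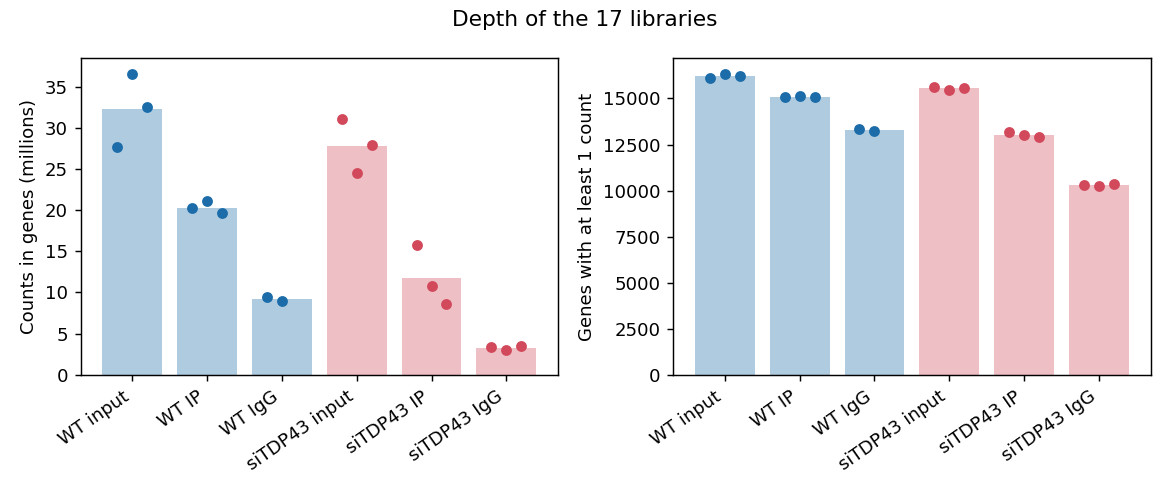
Total counts (left) and genes with at least 1 count (right) for each of the 17 libraries by group; each point is 1 library. The siTDP43 IgG libraries, with 3013989 to 3436811 counts and 10247 to 10382 genes, lie lowest in both panels.

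The first comparison asked whether TARDBP mRNA was lower in the siTDP43 input. TARDBP (hg19 chromosome 1, 11072679 to 11085549) had 153 ± 3.95 CPM (counts scaled to the TMM library size; SD, n = 3) in WT input and 102 ± 3.67 CPM (n = 3) in siTDP43 input, and was lower in 3 of 3 siTDP43 libraries. The log2 fold change was -0.57 (SE 0.045, edgeR adjusted p 6.55e-13), or 67.2% of the WT level. The exact two-sided permutation p was 0.1, the smallest that 3 libraries against 3 allow. Removing a GC trend from each library, an alternative chosen after seeing the data, moved this value most, to -0.90, and scaling by total count gave -0.66. NAT10 (chromosome 11, 34127111 to 34168458), which encodes the acetyltransferase that writes ac4C, had a log2 fold change of 1.12 (adjusted p 5.12e-19), or 218% of WT. THUMPD1 (chromosome 16, 20744989 to 20753199) rose by 0.75 (adjusted p 1.11e-10). PCBP1 (chromosome 2, 70314585 to 70316334) had a log2 fold change of -0.82 (adjusted p 8.73e-15). PCBP2 (chromosome 12, 53845886 to 53874946) had -1.33 (adjusted p 6.81e-21), but its exons overlap the antisense gene MAP3K12, and the strand setting of the counting is not stated, so its counts can hold reads of both genes.

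Across the input libraries the question was which mRNAs changed in abundance. Of 14036 genes tested, 5414 were higher and 5699 lower in siTDP43 (adjusted p under 0.05, edgeR), 79.2% of those tested. The stricter filter, a mean of at least 50 counts, moved the count of higher genes most, to 4817. Among genes past the threshold, with a mean of at least 100 counts and no overlap between the groups, OXCT1 (chromosome 5, 41730167 to 41870791) had the highest log2 rise that was not a bound, 7.46 (SE 0.12, adjusted p 3.06e-30). NPY1R was at least 76.4-fold higher and NME5 at least 86.5-fold higher, since all WT input libraries held at most 3 counts of each. CCL5 (chromosome 17, 34198496 to 34207377) was at least 1503-fold lower, CXCL10 at least 394.8-fold lower and RSAD2 at least 55.8-fold lower, each with at most 3 counts in every siTDP43 input library. The WT labels name no control siRNA, so the comparison holds transfection, the loss of TDP43 and any difference between batches or stocks of cells together. With one genotype per possible batch, batch and genotype cannot be told apart.

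Enrichment in WT was measured against both controls. Of 14751 genes tested, 4459 were more than 2-fold higher and 4026 more than 2-fold lower in IP than in input (adjusted p under 0.05). Against IgG, 5186 were higher and 2629 lower. The control pull-down alone gave changes of the same order, as 3594 genes were higher and 5400 lower in IgG than in input. The genes named next rank highest or lowest only among those that met the naming rule. The highest log2 enrichments over input were those of PALM3 (chromosome 19, 14164179 to 14169971; 8.85, SE 0.123), EIF5B (chromosome 2, 99953834 to 100016728; 8.81, SE 0.09) and ZC3H13 (chromosome 13, 46536314 to 46626894; 8.30, SE 0.078), each higher in 3 of 3 IP libraries, with adjusted p from 2.54e-28 to 9.11e-26. EIF5B had 22870 ± 1900 CPM (SD, n = 3) in WT IP, 51.3 ± 1.23 (n = 3) in WT input and 708 ± 117 (n = 2) in WT IgG. In siTDP43 it had 156 ± 22.9 CPM in IP, 32.9 ± 2.1 in input and 97.8 ± 4.22 in IgG (n = 3 each). LRRIQ3, SLC25A48 and HMGCLL1 were at least 66.6-fold, 45.1-fold and 37.6-fold lower in IP than in input. Over IgG, ZNF605, YJEFN3 and KLHL17 were at least 128.3-fold, 101.9-fold and 95.5-fold higher. The lowest log2 values over IgG were those of CHRDL1 (-9.03), ST8SIA2 (-7.76) and SCAND3 (-6.74), which the count table places on 2 chromosomes. The WT IP libraries held 0 to 4 counts of CHRDL1 and 2 to 4 of ST8SIA2, so the values of both lie near the floor.

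In siTDP43, 12746 genes were tested. Over input, 3414 genes were higher and 3239 lower in IP, and over IgG 4328 were higher and 1913 lower. In IgG against input, 3145 were higher and 5227 lower. Scaling by total count changed the balance over input to 2771 higher and 4327 lower, and moved the median log2 change of all genes tested from -0.09 to -0.43. The same scaling moved that median in IgG over input from -0.58 to -1.13 and in IP over IgG from 0.33 to 0.54. Among genes that met the naming rule, BCYRN1, FAM176B and CCDC85B had the highest log2 enrichment over input, at 8.05, 7.83 and 7.64. Each had a higher mean CPM in siTDP43 IgG than in siTDP43 IP, so these rises were not specific to the ac4C antibody. The IgG and IP values were 196.8 and 27.37 for BCYRN1, 26.45 and 21.03 for FAM176B, and 540.9 and 274.4 for CCDC85B. In siTDP43 input BCYRN1 had 0 to 7 counts and FAM176B 2 to 4, near the floor of 3. MIR5047, TYMS and CCNE2 were at least 89.6-fold, 72.2-fold and 62.4-fold lower in IP than in input; exons of TYMS and of CCNE2 overlap other genes. Over IgG, C9orf156, USF1 and ZNF226 were at least 27.5-fold, 25.6-fold and 25.8-fold higher. Among genes that met the naming rule, LHFPL2, PPIL6 and TTC39A had the lowest log2 values, -6.65, -4.69 and -4.14. Exons of PPIL6 overlap another gene.

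A gene was called ac4C(+) when its IP was more than 2-fold above both input and IgG, each with adjusted p under 0.05. In WT 2302 genes met this rule, 15.6% of those tested, and in siTDP43 1314 did, 10.3%. The WT count moved by the largest difference when the condition on the input was dropped, which gave 5186 genes, and by the largest ratio with limma on log2(FPKM + 1) and a fold change over IgG above 5, chosen after seeing the data, which gave 349. An enrichment over IgG above 5-fold was found for 1542 of the WT set and 891 of the siTDP43 set. Both sets shared 370 genes, which was 16.1% of the WT set and 28.2% of the siTDP43 set. Over the 12556 genes tested in both genotypes, the sets held 1476 and 1249 genes, and independent sets of those sizes would share 147, or 283 when drawn within 10 classes of abundance (Fisher's exact two-sided p 5.26e-74 without the classes). Of the WT set, 826 genes were not tested in siTDP43 because their counts were too low there. All IgG libraries of the genotype held at most 3 counts for 890 genes of the WT set (38.7%, against 16.9% of the genes tested) and for 652 genes of the siTDP43 set (49.6%, against 20.1%). Where the IgG libraries had a mean of at least 100 counts, 462 of 7821 genes tested were ac4C(+) in WT and 19 of 3834 in siTDP43. The cut is not alike in the genotypes. The IgG libraries held 9022250 to 9466855 counts in WT and 3013989 to 3436811 in siTDP43. A mean of 100 counts is thus a higher IgG level in CPM in siTDP43, so these numbers do not compare the genotypes.

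**Figure D2:**
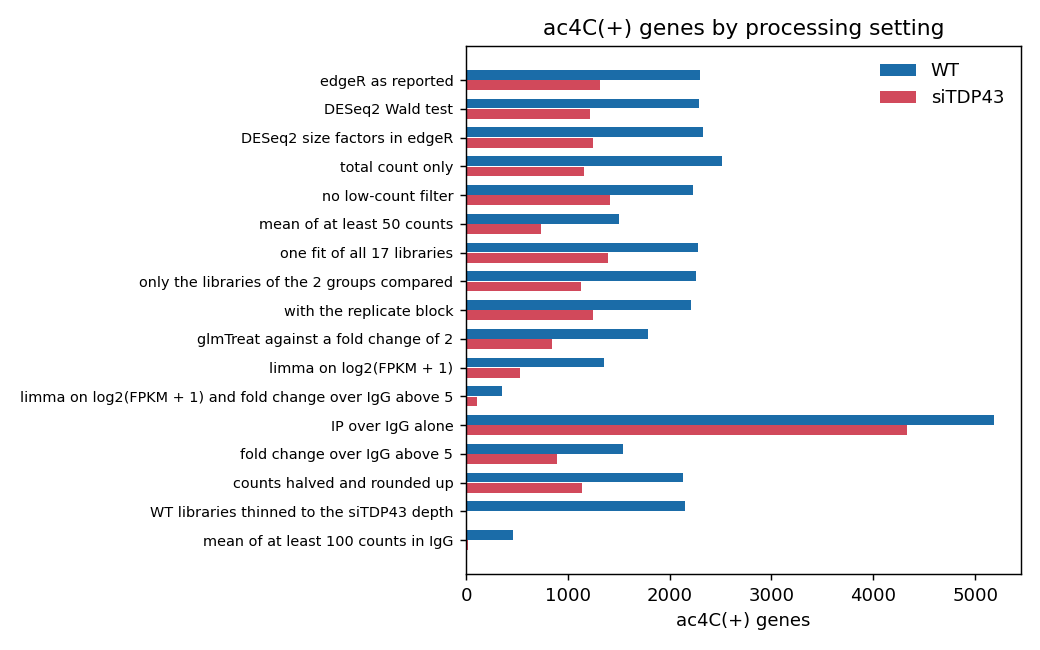
Number of ac4C(+) genes (horizontal axis) in WT and siTDP43 under each processing setting (vertical axis); bars start at 0. The counts were 2302 and 1314 as reported and 1355 and 535 with limma on log2(FPKM + 1).

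The change of enrichment between genotypes was tested as an interaction in 1 fit of all 17 libraries, with 15165 genes. Enrichment over input was higher in siTDP43 for 4770 genes and lower for 5511. Enrichment over IgG was higher for 5293 and lower for 3923, a balance that turned with the DESeq2 Wald test (4994 higher, 5432 lower). Scaling by total count moved the median change over input of all genes from -0.19 to -0.48 and gave 3811 higher and 6593 lower, while DESeq2 size factors moved the median over IgG from 0.24 to 0.03. With group means under the floor of 3 counts raised to it, the medians of all genes over input and IgG were -0.033 and -0.28. In genes with no group at the floor they were 0.001 and 0.18. The raised medians are not bounds, as the floor depends on depth. It was up to 1.214 CPM in siTDP43 IgG and 0.3035 in WT IgG, which by itself lowers the change over IgG of genes at the floor in both. The study asked whether the transcripts acetylated in WT lost ac4C after the knockdown. For the 2295 WT ac4C(+) genes tested, the median log2 change over input was -2.12, with 1350 lower and 197 higher. With raised means it was -1.43, and in the 1553 genes with no group at the floor it was -1.22. The median over IgG was -2.51, with 947 lower and 147 higher. It was -3.12 with raised means and -2.08 in the 937 genes with no group at the floor. A set chosen for high values in one genotype falls in the other by selection alone, so the reciprocal set was measured. The 1314 siTDP43 ac4C(+) genes had median log2 changes of 1.02 over input and 2.95 over IgG, with 703 and 781 genes higher and 160 and 75 lower. With raised means these medians were 0.97 and 1.51, and in genes with no group at the floor they were 0.87 and 1.76. The medians by IP replicate for the WT set were -2.02 to -2.04 over input and -2.45 to -2.47 over IgG.

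**Figure D3:**
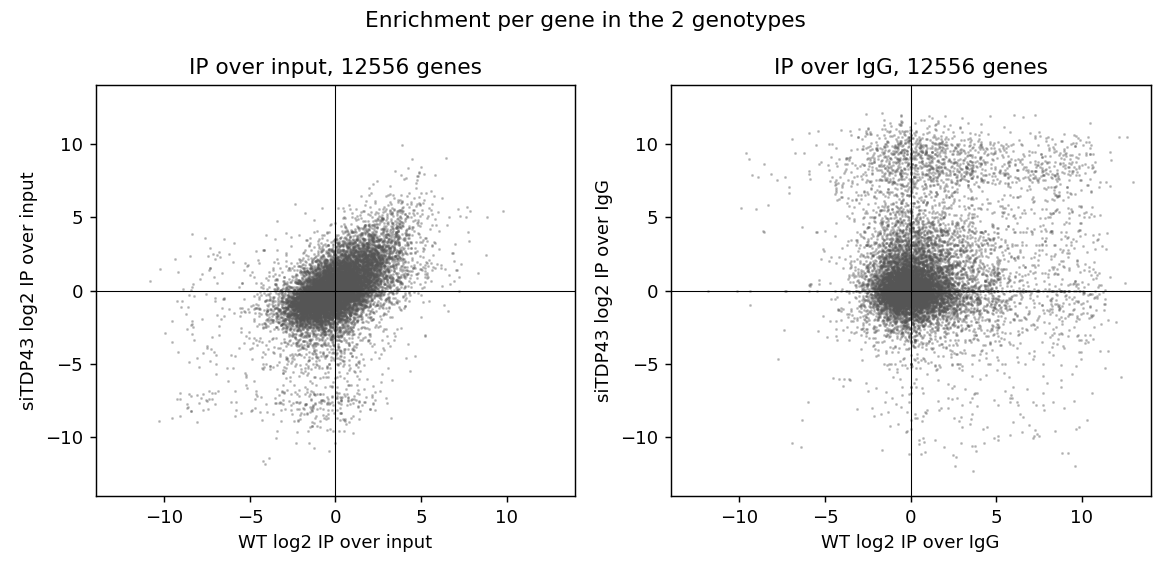
Log2 fold change of IP over input (left) and IP over IgG (right) in WT (horizontal axis) and siTDP43 (vertical axis); each point is 1 of the 12556 genes tested in both genotypes, and values of genes at the floor are not bounds. Spearman's rho across genes was 0.54 over input and 0.07 over IgG.

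The named genes with the largest changes in enrichment were at the floor in a group, apart from PPP4R1L, whose log2 change over input was 7.23 (SE 0.646, adjusted p 6.75e-12). PPP4R1L had 0 to 4 counts in the WT IP libraries, next to the floor of 3, so the size of its change is poorly determined as well. As bounds, the log2 change over input was at least 6.87 for HMGCLL1 and 6.64 for LRRIQ3, and at most -5.61 for ZDHHC11, -5.41 for WDR37 and -5.21 for TBC1D14, whose exons overlap another gene. Over IgG it was at least 7.82 for CYP4V2 and 7.42 for USF1, and at most -11.28 for COL27A1, -10.67 for ZNF234 and -9.71 for TTC39A.

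The panel of 7 transcripts, from those the study followed by qPCR, comprised RRBP1, RBBP6 and UPF3B, which the study classed as highly acetylated, ZFP36L2 and LAMP1, classed as moderately acetylated, and GAPDH and EEF1A1, classed as not acetylated. The study chose them after sequencing these libraries, so counts adjusted over the list alone are not independent evidence. In WT, 5 transcripts were higher and 2 lower both over input and over IgG (adjusted p under 0.05), and in siTDP43 5 were higher and 1 lower over input and 2 higher and 5 lower over IgG. The interaction over IgG was lower in siTDP43 for 5 and higher for 2, and over input lower for 3 and higher for 3. Each of these counts was the same adjusted over the list alone. RRBP1 (chromosome 20, 17594323 to 17662928) had 1187 ± 41.5 CPM (SD, n = 3) in WT IP, 16.5 ± 0.554 (n = 3) in WT input and 87.1 ± 14.3 (n = 2) in WT IgG, against 10.7 ± 3.25, 4.21 ± 1.2 and 39.0 ± 4.03 (n = 3 each) in siTDP43. Its log2 change of enrichment was -4.79 over input (SE 0.2, adjusted p 5.04e-22) and -5.56 over IgG (SE 0.216, adjusted p 2.61e-22). For RBBP6 (chromosome 16, 24550908 to 24584183) the changes were -4.44 and -4.48, and for UPF3B (chromosome X, 118967989 to 118986991) -3.83 and -1.13, with adjusted p of at most 5.53e-10. ZFP36L2 (chromosome 2, 43449541 to 43453745) changed by -2.96 over IgG (adjusted p 1.05e-11) but by 0.29 over input (adjusted p 0.302), a change that was -0.01 with total count scaling. LAMP1 (chromosome 13, 113951469 to 113977741) changed by -2.13 over IgG (adjusted p 1.64e-10) and by 0.65 over input (adjusted p 0.0182). The LAMP1 change over input was 0.35 with total count scaling (adjusted p 0.207), and without siTDP43 input replicate 2 or 3 it was 0.54 (adjusted p 0.0708) or 0.40 (adjusted p 0.153). GAPDH (chromosome 12, 6643585 to 6647537) changed by 1.33 and 0.53, and EEF1A1 (chromosome 6, 74225473 to 74230755) by 2.13 and 1.82, with adjusted p of at most 4.91e-08. Both have many processed pseudogenes, which limits counting by unique alignment.

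Within siTDP43 the panel differed by control. RRBP1, RBBP6, ZFP36L2 and LAMP1 were above input by 1.52, 1.54, 2.16 and 4.18 on the log2 scale, but below IgG, at -1.92, -0.41, -1.35 and -0.81. The RBBP6 value over IgG (adjusted p 0.0332) was near the threshold and had adjusted p 0.0883 and 0.0724 without siTDP43 IP replicates 1 and 2, at -0.36 and -0.39, and 0.223 and 0.0604 without siTDP43 IgG replicates 1 and 2, at -0.25 and -0.40. EEF1A1 was level with input (log2 -0.003, adjusted p 0.973), but was -0.35 with total count scaling (adjusted p 3.83e-05), -0.13 without siTDP43 IP replicate 1 (adjusted p 0.0205) and 0.02, 0.03 and 0.10 without siTDP43 input replicate 2, IP replicate 2 and IP replicate 3. ZFP36L2 and LAMP1 in IgG over input went from 0.06 and 2.00 in WT to 3.50 and 4.98 in siTDP43. In the inputs themselves LAMP1 had a log2 fold change of -2.89, RRBP1 of -1.95 and ZFP36L2 of -1.30, while LAMP1 stayed level in IgG, with a log2 change in CPM of -0.09.

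**Figure D4:**
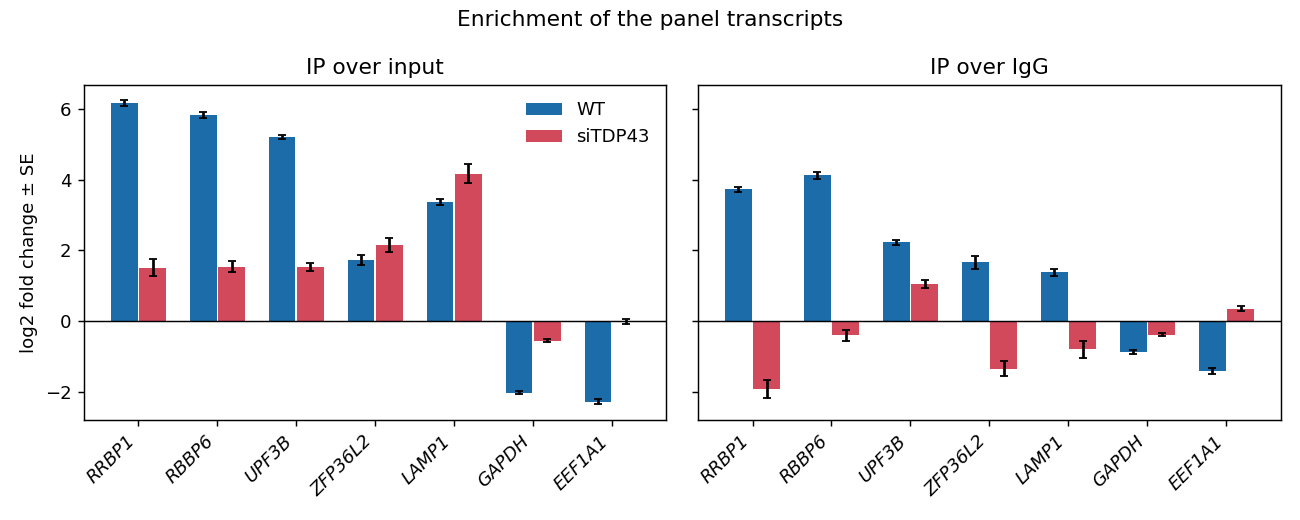
Log2 fold change with its SE for the 7 panel transcripts in WT and siTDP43, as IP over input (left) and IP over IgG (right). RRBP1 fell from 6.18 to 1.52 over input and from 3.73 to -1.92 over IgG.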

Values the study reported

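In WT cells the study counted 1315 ac4C(+) genes, made up of 343 classed as highly and 972 as moderately acetylated. After knockdown of TDP43 it counted 528 ac4C(+) genes. By mass spectrometry, ac4C in poly(A) RNA of the siTDP43 cells was 85.45% of the control. By qPCR, the transcripts classed as acetylated lost ac4C after the knockdown, while GAPDH and EEF1A1 gained it.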

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

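The tests of the IgG libraries alone, of loss in the IP beyond the input, of an exchange of IP and IgG, of loss in any IgG pull-down, of IgG depth and of a shared pool were chosen only after the result was seen. For each gene named here, enrichment had opposite directions in WT and siTDP43, each with an adjusted p under 0.05, and the interaction was past the threshold too. Groups had 2 or 3 libraries, so no single library was tested as an outlier, and every value column was used.

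Among the panel this held over IgG for RRBP1 (change -5.56), RBBP6 (-4.48), ZFP36L2 (-2.96), LAMP1 (-2.13) and EEF1A1 (1.82), all on the log2 scale. The weakest of these was RBBP6, whose siTDP43 value of -0.41 had adjusted p 0.312 with total count scaling (-0.20) and 0.223 without siTDP43 IgG replicate 1 (-0.25). It was 0.0604 without siTDP43 IgG replicate 2 (-0.40), and 0.0883 and 0.0724 without siTDP43 IP replicates 1 and 2 (-0.36 and -0.39). Over its alternatives that adjusted p ran from 0.00602 to 0.312.

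Lower depth in siTDP43 was tested by thinning the WT libraries to that depth. All 5 of these transcripts kept their WT direction and stayed past the threshold, which argues against depth. Removing the GC trend of each library also left the change of all 5 past the threshold, with EEF1A1 at 0.87, which argues against GC content as the whole cause. Exchanged IP and IgG libraries of siTDP43 would make the deviation from input of WT IP resemble that of siTDP43 IgG, and that of WT IgG resemble siTDP43 IP. The first rho across genes was at most 0.401, below the 0.518 to 0.528 between WT IP and siTDP43 IP, but the second was 0.422 to 0.435, above the 0.365 to 0.379 between WT IgG and siTDP43 IgG. The WT ac4C(+) set shared 370 genes with the siTDP43 set (1.31 times the number given by abundance) and 256 with the set made after such an exchange (1.13 times). The genes called in IgG over IP and input shared 151 between genotypes (1.18 times), and 146 of those of WT were in the siTDP43 ac4C(+) set (1.07 times). Of these 4 comparisons, 3 favoured the labels and 1 an exchange, so an exchange and correct labels cannot be told apart for these transcripts. The rho of 0.067 between the IP over IgG values of the genotypes, planned earlier, decided nothing.

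The IgG background differed in its part. RRBP1 and RBBP6 had a mean log2 change over input of -4.62, so a change of the IgG libraries alone is excluded for them. EEF1A1 changed by 2.13 over input, which excludes it there as well. For ZFP36L2 and LAMP1 the mean change over input was 0.47, which argues against a loss in the IP beyond that of the input. In CPM their IP fell by a log2 of -1.01 and -2.24, as the input did, which argues against a rise in IgG alone. The IgG did not follow the input, with log2 changes of 1.96 for ZFP36L2 and -0.09 for LAMP1, and why is open. Processed pseudogenes of EEF1A1 remain untested. A biological change after the knockdown stays open for RRBP1, RBBP6 and EEF1A1, untested against transfection and batch.

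The named genes with the largest changes had a group at the floor, and their values are bounds. Over input these were HMGCLL1 (at least 6.87), LRRIQ3 (at least 6.64) and WDR37 (at most -5.41). LRRIQ3 had 267 to 395 counts in each WT input library and 0 in all WT IP and IgG libraries. In siTDP43 its IP libraries held 132 to 250 counts and its IgG libraries 0. WDR37 had 166 to 182 counts in WT IP and 0 in siTDP43 IP and IgG. Over IgG they were CYP4V2 (at least 7.82) and USF1 (at least 7.42), with 0 counts in every siTDP43 IgG library, and COL27A1 (at most -11.28), ZNF234 (at most -10.67) and TTC39A (at most -9.71), with 0 counts in both WT IgG libraries. USF1 had 219 to 232 counts in the WT IgG libraries and 864 to 1170 in siTDP43 input.

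A loss of transcripts from whole groups of pull-down libraries is a candidate explanation for these floors. Independent random loss in each siTDP43 IgG library was tested on 11785 genes and argued against, since 2131 genes were at the floor in all 3 libraries, 3.56 times the 598 that independent loss gives. In WT the ratio was 3.46. Depth of the IgG libraries as the whole cause was argued against too, since input drawn at their depth left 187 genes at the floor, so that the observed number was 11.4 times as high. Loss of the same transcripts in any IgG pull-down may account for a part, since 561 genes were at the floor in all IgG libraries of both genotypes, 1.48 times the 378 that independence gives. It was argued against as the whole cause, as the deviation of IgG from input had a rho of at most 0.379 between genotypes. Replicates that share one sampled pool of molecules, by contrast, would deviate alike, and the lowest rho between replicates was 0.93. It was -0.016 to 0.005 in simulated libraries without shared deviation, a result fixed in advance because they were drawn from the input alone. A high rho shows that replicates share a deviation, and not that a shared pool gave it. A shared pool and a true difference between genotypes cannot be told apart for these genes, because the design confounds them. HMGCLL1, LRRIQ3 and WDR37 were at the floor in IP libraries, whose deviations from input had a rho of 0.949 to 0.986 between replicates and 0.518 to 0.528 between genotypes; loss in the IP was not tested further.

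Over all genes, 3598 of the 7666 with an adjusted p under 0.05 over IgG in both genotypes went in opposite directions (46.9%), and 1842 of 8622 over input (21.4%).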

How the results depend on the processing

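The alternatives of halved counts, thinned WT libraries, GC removal, the IgG minimum of 100 counts and limma with a fold change over IgG above 5 were chosen after seeing the data. TARDBP stayed lower under every alternative run, at -0.90 with GC removal, -0.66 to -0.56 under 8 others and -0.60 to -0.54 across 6 fits that each left out 1 library, and 5 panel transcripts stayed lower over IgG in siTDP43. Counts of genes higher or lower in each contrast stayed within 1.5 times their reported value, but the balance between higher and lower turned in 4 contrasts. The change over IgG (5293 higher, 3923 lower) turned with the DESeq2 Wald test (4994 and 5432) and GC removal (4172 and 4958), and the change over input (4770 and 5511) with a mean of at least 50 counts (4305 and 4261). WT IP over input (4459 and 4026) turned without a low-count filter (4458 and 4515). In siTDP43 IP over input (3414 and 3239) turned with DESeq2 (3232 and 3386), its size factors (3257 and 3451), total count (2771 and 4327), no filter (3582 and 4135), 1 fit of all libraries (3371 and 4660), the 2 groups alone (3496 and 3511) and 3 of the fits without 1 library. The replicate numbers did not pair the libraries: residual correlations of same-numbered libraries were -0.013 to 0.064 in 16 pairs within a genotype and -0.026 to 0.048 in 24 between. With the replicate number as a factor RBBP6 in siTDP43 IP over IgG was -0.40 (adjusted p 0.0522). Each alternative named was run, but some covered only part of the results. Among the counts of genes, GC removal covered only the input contrast and the change over IgG. The glmTreat test covered only IP enrichment within a genotype and the ac4C(+) sets, and limma only those sets.

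The ac4C(+) counts moved most. In WT they were 1501 with a mean of at least 50 counts, 1355 with limma on log2(FPKM + 1), 5186 with IgG alone as control and 462 with an IgG mean of at least 100 counts. In siTDP43 the same settings gave 741, 535, 4328 and 19, and glmTreat gave 849. At the lower depth of siTDP43 IgG, the minimum of 100 counts is a higher level in CPM than in WT. Shared genes were 149, 127 and 1659 under the first 3 settings, 193 with glmTreat and 170 with a fold change over IgG above 5. Limma with that fold change gave 349 in WT, 110 in siTDP43 and 11 shared. The filters and the dropped control change the genes eligible by construction; the limma test understated a log2 change of 2 as 1.73 on simulated data, and otherwise the cause was not tested. Of the genes called by limma, 1321 in WT and 507 in siTDP43 were in the reported sets, and for DESeq2, with 2289 and 1220 genes, 2263 and 1217 were.

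The median change over input of the WT set, -2.12, was -2.06 with DESeq2, -2.18 with its size factors in edgeR, -2.30 with total count, -1.25 with a mean of at least 50 counts, -2.07 with 4 groups, -2.08 with the replicate number and -1.95 with halved counts. It was -2.16 to -2.02 across the 17 fits that each left out 1 library. Over IgG, -2.51 became -3.32, -2.65, -2.41, -1.79, -2.33, -2.47 and -2.31 under the same alternatives, and -2.70 to -2.41 across 17 fits. All stayed below 0; the spread between IP replicates was small, so most moves exceed it, and the cause was not tested beyond the filter, which removes genes near the floor.

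Named genes near 0 changed sign. ZFP36L2 in the change over input was -0.007 with total count. EEF1A1 in siTDP43 IP over input was -0.35 with total count (adjusted p 3.83e-05), 0.08 with a mean of at least 50 counts, 0.008 with halved counts and -0.134 to 0.098 across the fits that each left out 1 library, above 0 without siTDP43 input replicate 2, IP replicate 2 or IP replicate 3. The cause was not tested, except that total count moved the median of all genes as well. Among the named genes, 8 results became weaker, 2 stronger and 6 reversed, apart from the replicate number as a factor; 15 values from fits without a WT IgG library moved beyond the replicate spread, and 1557 did not change in these ways.

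Of the genes tested in siTDP43, 20.1% had at most 3 counts in every IgG library, so their enrichment over IgG is a bound.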

Other observations

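The tests of a shared pool, of purine-rich sequence in IgG over input and of the interferon list against random lists, and the rate of detection in the IP of the genotype that held a gene, were chosen only after the result was seen.

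The WT set had 2302 genes. That is higher than the value quoted from the study above. The siTDP43 set had 1314 genes. That is higher than the value quoted from the study above. In WT, 1542 genes were ac4C(+) and more than 5-fold above IgG. That is higher than the value quoted from the study above. With limma on log2(FPKM + 1) the sets had 1355 and 535 genes, and 349 of the WT set were more than 5-fold above IgG, a count added after seeing the data. These were near the values quoted, so the change of unit and test together may account for most of the difference. The study names DESeq2 as well as Student's t-tests. The DESeq2 Wald test on counts gave 2289 genes in WT and 1220 in siTDP43 here, which are not near those values.

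IP over IgG was reproducible within a genotype and unrelated between genotypes. Computed from disjoint libraries across 12556 genes, its rho was 0.943 between WT replicates, 0.871 to 0.872 between siTDP43 replicates and 0.05 to 0.064 between genotypes. In 8899 genes with a mean of at least 100 counts and no group at the floor it was 0.962, 0.865 to 0.868 and -0.014 to 0.006, so counts near the floor do not account for it. IP over input gave 0.973 to 0.976, 0.938 to 0.948 and 0.517 to 0.544. Genes are not independent replicates. For the IgG libraries the shared pool described above (lowest rho 0.93 between replicates) may account for part of this. The design confounds it with genotype, so the pool and a difference between genotypes cannot be told apart. The IP replicates deviated alike too (rho 0.949 to 0.986). If replicates share a pool, the adjusted p of IP and IgG contrasts cover the spread between libraries, not between separate pull-downs.

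Sequence, length and GC share were related to the contrasts by 14 correlations across genes, 6 of them with IP over IgG. For IP over IgG in WT, rho was -0.043 with the highest purine share of a window and -0.034 with exon length, and in siTDP43 it was 0.012, 0.093 and, with cytidine share, -0.109. These argue against purine, length and, in siTDP43, cytidine content as the cause. In WT, cytidine share had rho 0.199, which is open, as ac4C or any bias toward cytidine could give it. Over input, purine share had rho 0.221 in WT IP and 0.23 in WT IgG, so purine-rich RNA may be retained without the ac4C antibody; in siTDP43 these were 0.057 and 0.032. The change of IP over IgG in the WT set had rho 0.014 with UG repeats in exons, so it did not follow their density. Repeat density does not measure binding, so a part of TDP43 binding in the change stays undecided. The study used other evidence, namely reported TDP43-bound transcripts and the motif UGUGCG. The change of IP over IgG had rho -0.179 with GC share over all genes, and GC removal gave 4172 genes higher and 4958 lower. Part of the change may thus follow GC content, which stays open.

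Lower depth was tested as the cause of fewer ac4C(+) genes in siTDP43. With the WT libraries thinned, 2155 genes were still called, 2080 of them in the reported set, which argues against it.

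The input difference had rho -0.319 with GC share, as a GC-related difference in library preparation would give, and 0.087 with exon length, which argues against length. With the GC trend removed, 86.5% of the 11113 calls kept their sign and threshold, so GC content may be a part but not the whole of it. Of 31 genes with a mean of at least 100 counts in one genotype's input and at most 3 in each library of the other, 5 (16.1%) were found in the IP libraries of the genotype that lacked them. In the IP of the genotype that held them, scaled to the same depth, 28 (90.3%) were found, which argues against loss in input library preparation alone. Whether the knockdown, transfection or the stock of cells made these differences is open.

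A list of 30 interferon-stimulated genes was tried because 8 of them, picked from the largest falls in siTDP43 input, included CCL5 and CXCL10. The other 22 were listed before their values were looked up, but RSAD2 among them was also one of the 3 largest falls. Of these 22, 17 were tested, 10 were lower and 5 higher, with the same counts under DESeq2 size factors and total count scaling. Their median log2 change of -0.62 was at percentile 12.11 of 10000 lists matched on abundance, within what random choice gives. The median was -0.70 with the GC trend removed, which decides nothing on GC content, as the genes went both ways. The comparison leaves out the 8 genes picked for their large falls. It therefore does not decide whether interferon-stimulated genes as a whole were lower in siTDP43 input.

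Other splits were tried for each contrast of 3 libraries against 3. For siTDP43 against WT input, and for WT IP against input, 1 of the 10 splits, the real one, gave as many genes, and the next largest gave 0. The same held in siTDP43 for IP against input, IP against IgG and IgG against input. A share below 0.1 is not possible with 10 splits. For the siTDP43 ac4C(+) genes, 2 of 100 splits gave as many, the real one and one with 1405 genes that put the 3 input libraries in the IP role. For the change of IP over input, 2 of 100 did. These were the real one and one with 11968 genes that exchanged the genotype names in one assay only. Further splits gave as many as 7842 genes, against 10281 for the real one, although the median of the other splits was 0.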
